A study of Homo sapiens with 18 samples.

How the data were processed

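Total RNA of the human osteosarcoma line U2OS was profiled by sequencing in 18 libraries. Per the labels, 3 derived lines were compared, carrying the empty retroviral vector MigR1 (EV), wild-type DNMT3A (WT) or mutant DNMT3A (MUT). DNMT3A is a DNA methyltransferase. The series text names the mutation R882C and the sample labels name it R882H, so the line is called mutant here. Each line was sampled untreated and after 24 h with 10 µM cytarabine, a cytidine analogue that is built into DNA and halts replication, with 3 biological replicates in each of the 6 groups. The series text calls the untreated cells a vehicle control and the sample labels call them untreated. Groups and replicate numbers were taken from the sample titles.

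The authors deposited a table of estimated counts per gene symbol for all 18 libraries. The labels state only the RNA extraction and library kits, so the aligner, the counting tool, its handling of strand and its handling of reads with several matches are not known. The deposited estimated counts were not whole numbers throughout (70.4% were whole) and were not normalized. The table held 25296 genes, none with fewer than 10 counts summed over the libraries. Library totals ran from 15.4 to 21.9 M counts. A second table of the authors held 19591 genes as a normalized signal, which equalled 1 plus a factor for each library times the estimated count, with a largest relative deviation of 7.32e-06. Genes absent from this table had at most 10 counts in any library. How the authors derived the factor is not known. No column of another sample was present. In the table of counts, 26 symbols had been turned into dates and 4 rows shared a symbol with another row; these were kept under the names the table gives and none of them is named.

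Coordinates are those of the authors' table. Neither the labels nor the table name the genome build. Of the 19960 genes matched by symbol to the GENCODE annotation of GRCh38, 99.97% overlapped the position given there. Exonic length and GC content from that annotation were at hand for 88.2% of the tested genes.

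Estimated counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, which left 18226 tested genes, and libraries were scaled by TMM factors. All 18 libraries entered 1 quasi-likelihood fit with a coefficient for each of the 6 groups, so that the groups shared the estimates of spread. Cytarabine effects within each line, differences between those effects (interaction contrasts) and differences between lines within a treatment were tested with the quasi-likelihood F test, and p-values were adjusted over all tested genes by the method of Benjamini and Hochberg. An adjusted p under 0.05 was the threshold. Standard errors were taken as the absolute log2 fold change divided by the square root of F. The common biological coefficient of variation was 0.104. CPM values in the text are counts per M (1000 times 1000) counts of the TMM-scaled library size, and log2 CPM used a prior count of 2. Such values carry counting error as well as the spread between cultures. A gene counted as at the floor in a group when all libraries of the group held at most 3 counts of it, which applied to no gene named in the text.

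Besides DNMT3A, genes were named by a rule. For each cytarabine effect, each difference between effects and each untreated line comparison these were the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold. A mean log2 CPM of at least 1 over all libraries and no overlap between the replicates of the compared groups were required. For the differences between effects, each treated library minus its line's untreated mean was used. For the treated line comparisons no gene was named. The genes CDKN1A, MDM2, GDF15, RRM2, CCNE2, CCNB1, PARP1, DCK, CDA, SAMHD1 and SLC29A1 could be named whatever their values.

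There were 8 gene lists written from general knowledge. They held p53 targets (34 of 35 listed genes tested), replication and E2F targets (45 of 45), G2 and mitosis genes (43 of 43), fork protection and checkpoint genes (38 of 38), interferon-stimulated genes (30 of 36), NF-kB and inflammatory genes (26 of 30), immediate early genes (23 of 25) and cytarabine uptake and metabolism genes (16 of 17). The lists were tested with camera in limma 3.58.1 at its preset correlation between genes of 0.01, adjusted over all 48 tests of a list in a contrast. The same tests were run with an estimated correlation and with fry. A further list of 95 germline genes, of which 42 were tested beside CTCFL, was set against random lists matched on abundance.

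Replicate pairs were compared before averaging. Over the genes, the chi-square statistic per degree of freedom between replicates ran from 2.51 to 51.4, above sampling noise in every pair, and Pearson's r of log2 CPM across genes ran from 0.967 to 0.991. All libraries were therefore kept as separate replicates.

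The alternatives were RLE and upper-quartile scaling, no low-count filter, a filter at a mean of 50 counts, DESeq2 1.42.0, limma-voom, limma-trend on log2 of the authors' normalized signal plus a pseudocount of 1, only the groups compared in the fit, the replicate number as a block, libraries thinned at random to the smallest total, an added minimum absolute log2 fold change of 1, and each replicate left out in turn. Chosen after the data had been seen were a correction for a smooth trend on gene length and GC content in each library and the factors of the authors' table used as library sizes. For the group comparisons, other splits of the same libraries were also fitted.

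The procedures were tested on simulated counts for 18226 genes, drawn with the means and library sizes of the data, with 200 genes changed. Each gene was given the same spread in all groups. In the data the biological coefficient of variation was 0.215 in untreated MUT and 0.0397 in untreated EV. The simulated shares of false calls therefore leave out any effect of unequal spread. For a log2 change of 1 in the MUT line, 71.5% of the changed genes were recovered as a cytarabine effect with 6.54% false calls, and 59.5% as a difference from the EV line with 4.80% false calls. With a log2 change of 0.5, recovery was 39.5% and 4.50%. Without a simulated change 0 genes were called. When a length trend was added to the simulated libraries, 46.4% of the calls were false without the length correction and 7.52% with it. DESeq2 gave 15.3% false calls on the simulated cytarabine effect. For the gene lists, 3 of 3 simulated changes passed and 0 of the other tests did. Simulated genes were drawn independently of each other, so this did not test the preset correlation of 0.01. In the data the estimated correlation was 0.123 for the replication and E2F targets in the difference WT against EV. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.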

Results

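The series asked how U2OS cells that overexpress mutant DNMT3A respond to cytarabine, against cells with wild-type DNMT3A and cells with the empty vector MigR1. U2OS is an established human osteosarcoma line. RNA sequencing libraries were made from 6 groups of 3 biological replicates, covering the EV, WT and MUT lines untreated and after 24 h with 10 µM cytarabine. The mean total of estimated counts per library was 17.9 ± 0.661 M (SD, n = 3) in untreated EV, 18.6 ± 3.23 M in treated EV, 20.1 ± 1.26 M in untreated WT, 18.7 ± 1.40 M in treated WT, 19.9 ± 1.71 M in untreated MUT and 20.8 ± 1.20 M in treated MUT. Between 21554 and 23603 genes had at least 1 count in a library.

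DNMT3A (chromosome 2, 25227855 to 25342591, minus strand, protein-coding) was examined first in every library, since it checks the labels. The deposited table has 1 value for the gene, in which endogenous and introduced transcripts are not separated. Untreated EV cells gave 26.9 ± 0.662 CPM (SD, n = 3), untreated WT cells 133 ± 5.17 CPM and untreated MUT cells 456 ± 185 CPM. The 3 untreated MUT libraries differed from each other, with 499.7, 615.1 and 253.6 CPM in replicates 1, 2 and 3. After cytarabine the means were 47.4 ± 2.08 CPM in EV, 176 ± 8.68 CPM in WT and 524 ± 8.71 CPM in MUT. Without treatment the log2 fold change against EV was 4.09 (SE 0.209) in MUT and 2.31 (SE 0.199) in WT, with adjusted p 2.1e-10 and 1.8e-07 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. MUT exceeded WT by a log2 fold change of 1.78 (SE 0.185, adjusted p 2.0e-06, same edgeR test). Every library of the MUT line lay above every library of the WT line, and every WT library above every EV library. With treatment the corresponding log2 fold changes were 3.47, 1.90 and 1.57, all past the threshold.

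**Figure D1:**
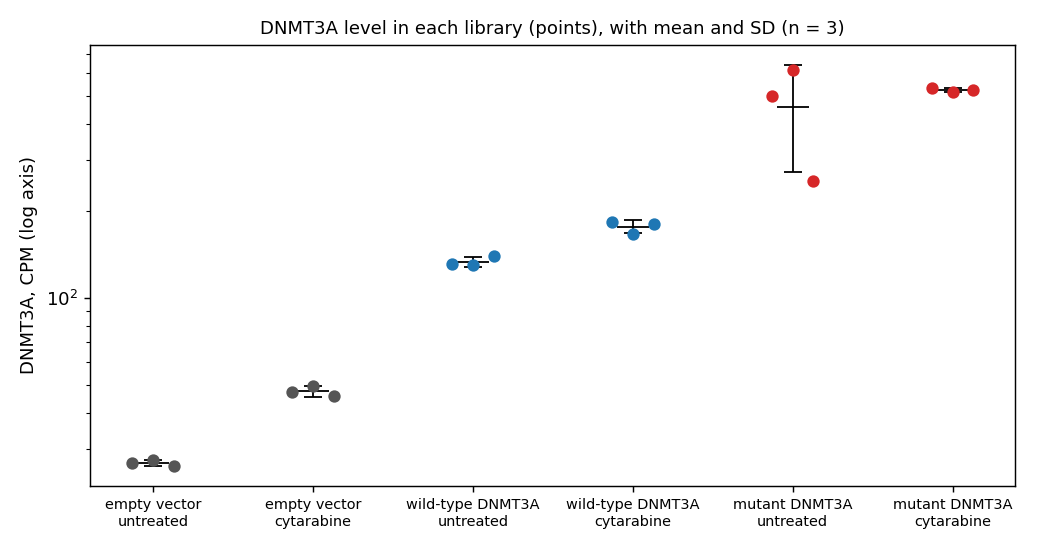
DNMT3A level in CPM (log axis) in each of the 18 libraries, grouped by line and treatment; points are libraries, and the black marks and bars give the mean and SD of the 3 replicates. The libraries of the empty vector line lie lowest and those of the mutant line highest, with 253.6 CPM in the lowest untreated mutant library.

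Cytarabine itself raised DNMT3A in EV by a log2 fold change of 0.82 (SE 0.198, adjusted p 0.00198, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). In WT the change was 0.40 (SE 0.181, adjusted p 0.0724, same edgeR test) and in MUT 0.20 (SE 0.178, adjusted p 0.353, same edgeR test), neither past the threshold. The MUT value rested on single untreated libraries. Without untreated MUT replicate 3 it was -0.12 and without replicate 2 it was 0.44, with adjusted p of 0.167 and 0.0180 in edgeR, inside a range of 0.0180 to 0.987 over all alternatives. For WT the effect passed the threshold with upper-quartile factors and in a fit of only the groups compared. The 3 differences between these effects did not pass the threshold either, with adjusted p of 0.269 for MUT against EV, 0.761 for MUT against WT and 0.654 for WT against EV in the edgeR interaction tests with Benjamini-Hochberg adjustment. Without untreated MUT replicate 3 the differences for MUT against EV and MUT against WT, -0.94 and -0.53, passed the threshold, and in a fit of only the groups compared that for WT against EV, -0.42, passed it.

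The first principal component of log2 CPM held 45.7% of the variance and placed the 9 treated libraries apart from the 9 untreated ones. The second held 12.3% and placed the WT libraries below the MUT libraries. Replicates were least alike in untreated MUT. The biological coefficient of variation within a group was 0.215 there, 0.132 in treated EV, 0.0695 in treated MUT, 0.0485 in treated WT, 0.0397 in untreated WT and 0.0397 in untreated EV.

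**Figure D2:**
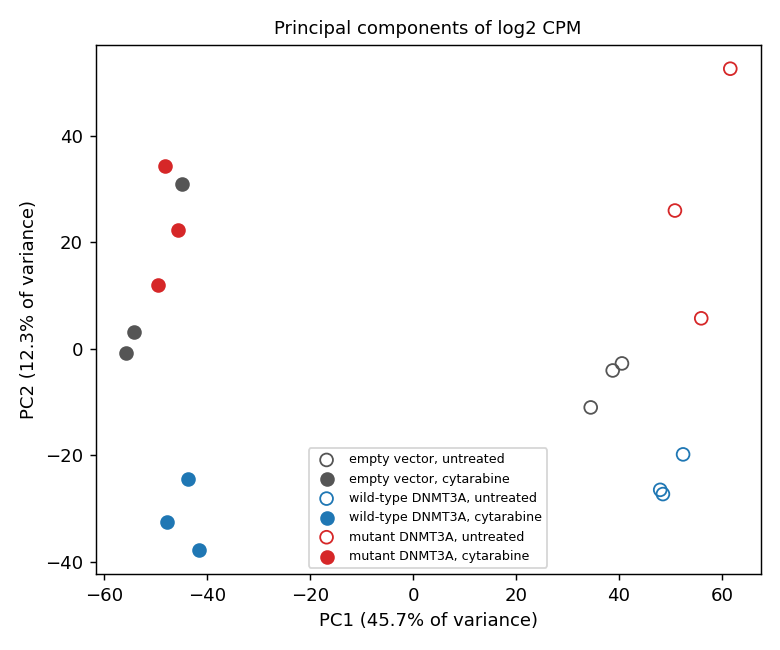
Principal components 1 and 2 of log2 CPM over the tested genes, with 45.7% and 12.3% of the variance; each point is 1 of the 18 libraries, colours mark the lines, and filled points are cytarabine-treated. Treated and untreated libraries lie on opposite sides of 0 along the horizontal axis, and the 3 untreated mutant libraries are spread along the vertical axis.

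The effect of cytarabine was tested within each line. Of 18226 genes, 8940 changed in EV (4758 higher, 4182 lower), 8932 in WT (4786 higher, 4146 lower) and 10257 in MUT (5543 higher, 4714 lower), at an adjusted p under the threshold in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The alternative that moved these counts most was an added minimum absolute log2 fold change of 1, which left 2213 genes in EV (1974 higher, 239 lower), 2296 in WT (1909 higher, 387 lower) and 2975 in MUT (2303 higher, 672 lower). In fits of only the groups compared 9206 genes changed in EV, 10919 in WT and 7976 in MUT, so that the line with the most genes became the one with the fewest. Without the minimum fold change the majority direction depended on the scaling. Of the called genes 53.2%, 53.6% and 54.0% were higher in EV, WT and MUT, against 45.2%, 46.8% and 46.6% with the authors' factors. With the minimum, the excess of rising genes lay mostly at low abundance. Among the 9155 genes with a mean log2 CPM of at least 4, 240 rose and 123 fell by that minimum in EV, 269 rose and 114 fell in WT, and 330 rose and 276 fell in MUT.

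Several genes recurred among those with the largest rise. PADI4 (chromosome 1, 17308195 to 17364005, plus strand) went from 0.435 ± 0.0568 to 12.2 ± 0.727 CPM in EV, from 0.376 ± 0.184 to 8.40 ± 1.01 CPM in WT and from 0.751 ± 0.161 to 18.5 ± 1.37 CPM in MUT (SD, n = 3 each). Its log2 fold changes were 4.79, 4.44 and 4.61, with SE between 0.192 and 0.217. CEACAM1 (chromosome 19, 42507304 to 42561235, minus strand), which belongs to a family of similar genes whose reads could be split between members, rose by 4.01, 5.33 and 5.46 on the log2 scale. In untreated MUT it had between 1 and 5 counts per library, so that the last value is imprecise. MYCT1 (chromosome 6, 152697895 to 152724568, plus strand) rose by 4.84 (SE 0.224) in EV, from 0.596 ± 0.214 to 17.2 ± 1.45 CPM. GDF15 (chromosome 19, 18374731 to 18389177, plus strand) rose by 4.21 (SE 0.143) in WT, from 24.6 ± 1.99 to 457 ± 38.2 CPM, by 3.03 in EV and by 3.89 in MUT. TJP3 (chromosome 19, 3708109 to 3750814, plus strand) rose by 4.199 (SE 0.352) in MUT, from 0.546 ± 0.255 to 10.4 ± 4.59 CPM. All of these are annotated as protein-coding, and each value passed the threshold in the edgeR quasi-likelihood test.

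Among the genes with the largest fall, FJX1 (chromosome 11, 35618419 to 35620869, plus strand, protein-coding) fell in every line, from 93.8 ± 2.51 to 20.97 ± 2.10 CPM in EV, from 135 ± 4.60 to 28.1 ± 6.83 CPM in WT and from 107 ± 5.90 to 23.8 ± 0.938 CPM in MUT (SD, n = 3 each). The histone gene HIST1H2BK (chromosome 6, 27146418 to 27146799, minus strand) changed by -2.25 (SE 0.161) in WT and -2.37 (SE 0.173) in MUT on the log2 scale, and HIST1H2AC (chromosome 6, 26124145 to 26139117, plus strand) by -1.97 (SE 0.188) in MUT. Histone genes of this cluster have near-identical paralogs, so their counts are uncertain where reads could be split. TRAF1 (chromosome 9, 120902393 to 120929174, minus strand) changed by -1.85 (SE 0.127) in EV. CCL4 (chromosome 17, 36103590 to 36105622, plus strand), also a gene with a near-identical paralog, changed by -2.11 (SE 0.296) in EV. The antisense gene AC090774.2 (chromosome 17, 20855946 to 20857318, plus strand) changed by -2.28 (SE 0.292) in WT. It lies within CCDC144NL on the opposite strand, and whether the counting used strand is not known.

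In all 3 lines 6440 genes changed in the same direction, 3443 higher and 2997 lower, which was 51.3% of the 12548 genes called in any line. Another 53 genes were called in opposite directions in a pair of lines. The lines do not share untreated libraries, so these effects are not tied by a common control. Across genes, which are not independent replicates, Pearson's r between the effects was 0.71 for EV and WT, 0.72 for EV and MUT and 0.80 for WT and MUT. Spearman's rho was 0.764, 0.761 and 0.835. The low-count filter moved these correlations most. Without it r was 0.398, 0.407 and 0.5003, and at a mean of at least 50 counts it was 0.880, 0.879 and 0.910. When the 1022 processed pseudogenes were left out r was 0.777, 0.778 and 0.795.

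**Figure D3:**
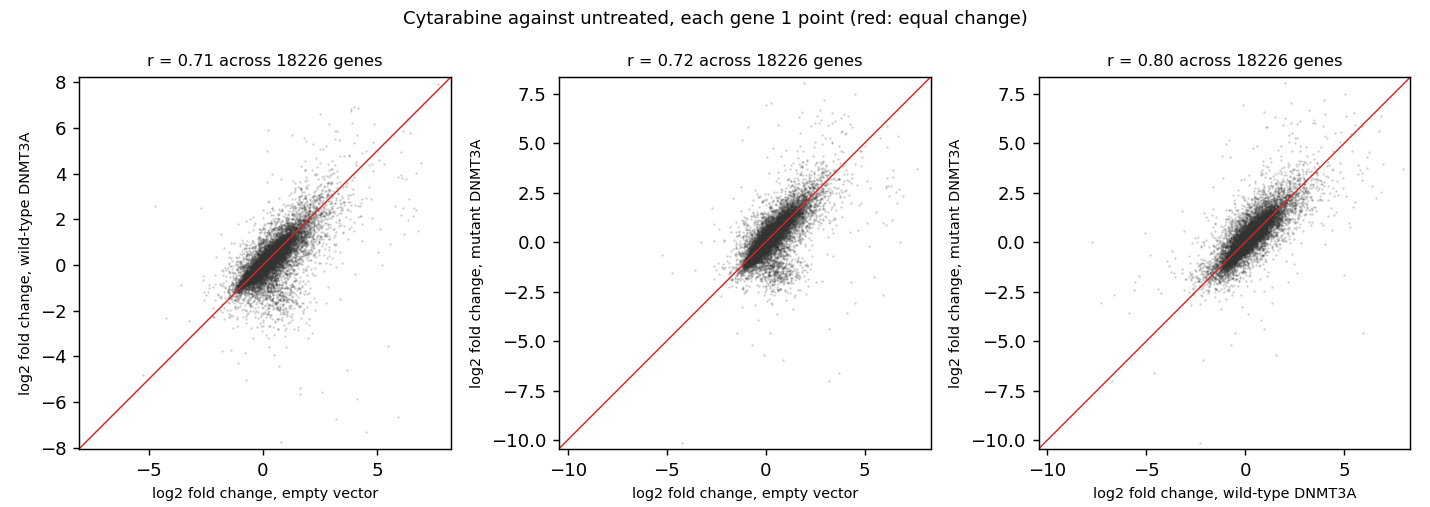
Log2 fold change of cytarabine against untreated in 1 line against that in another, for 18226 genes (points); the red line marks equal change. Points lie along the line of equal change with r of 0.71, 0.72 and 0.80, and a group of points in both plots against the empty vector lies below 0 on the vertical axis and near 0 on the horizontal axis.

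Gene lists were tested for the response to cytarabine with camera. The 34 p53 targets had a median log2 fold change of 0.40 in EV, 0.57 in WT and 0.49 in MUT, against 0.05, 0.03 and 0.05 over all genes, with 29, 32 and 29 of the genes higher (camera adjusted p 2.5e-07, 1.8e-14 and 3.4e-09). The 30 interferon-stimulated genes had medians of 0.89, 0.97 and 1.06 with 27, 28 and 28 genes higher (camera adjusted p 3.8e-05, 1.4e-06 and 2.8e-05). The 43 G2 and mitosis genes had medians of -0.22, -0.35 and -0.30 with 8, 6 and 5 genes higher (camera adjusted p 3.1e-04, 8.9e-08 and 1.8e-07). The 45 replication and E2F targets passed the threshold in EV alone, with a median of -0.12 (camera adjusted p 0.00431). In WT and MUT their medians were 0.06 and 0.00 (camera adjusted p 0.908 and 0.480). Lists of fork protection and checkpoint genes, NF-kB and inflammatory genes, immediate early genes and cytarabine uptake and metabolism genes passed in no line. The choice of set test moved these calls most. With an estimated correlation 1 list passed in EV, the interferon-stimulated genes, and all calls in WT and MUT held; with fry all calls held and 7, 5 and 5 lists passed.

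Of the p53 targets, 23 were called higher in EV, 27 in WT and 25 in MUT when adjusted over all genes tested, and 23, 27 and 26 when adjusted over the list alone. Interferon-stimulated genes were called higher in 22, 23 and 22 cases, and in 23 in each line when adjusted over the list alone. Of the G2 and mitosis genes 23, 30 and 29 were called lower, against 24, 31 and 30 when adjusted over the list alone. CDKN1A (chromosome 6, 36676460 to 36687340, plus strand) rose by 1.14, 1.34 and 1.39 on the log2 scale in EV, WT and MUT (SE 0.0607, 0.0609 and 0.0612). MDM2 (chromosome 12, 68808176 to 68850687, plus strand) rose by 0.43, 0.81 and 0.78. CCNB1 (chromosome 5, 69167010 to 69178246, plus strand) changed by -0.36, -0.62 and -0.89. CCNE2 (chromosome 8, 94879770 to 94896679, minus strand) rose by 1.09 in WT and 1.05 in MUT. Its change of 0.16 in EV did not pass the threshold, and the differences of 0.93 for WT against EV and 0.89 for MUT against EV had adjusted p of 0.0563 and 0.0600 (edgeR quasi-likelihood, Benjamini-Hochberg). Of the genes tied to cytarabine handling, SAMHD1 (chromosome 20, 36889773 to 36951902, minus strand) rose by 0.86, 0.87 and 0.82 and SLC29A1 (chromosome 6, 44219505 to 44234152, plus strand) changed by -0.52, -0.44 and -0.58. CDA (chromosome 1, 20588948 to 20618909, plus strand) rose by 0.87, 1.56 and 0.90, and DCK (chromosome 4, 70992538 to 71030915, plus strand) passed the threshold in MUT alone, at 0.37, while its differences between lines did not pass (adjusted p 0.133 for MUT against EV and 0.414 for MUT against WT, edgeR quasi-likelihood, Benjamini-Hochberg). PARP1 (chromosome 1, 226360691 to 226408080, minus strand) changed by -0.58, -0.39 and -0.46. RRM2 (chromosome 2, 10120698 to 10131420, plus strand) rose by 0.16, 0.29 and 0.22, with adjusted p 0.0513 in EV and past the threshold in WT and MUT (edgeR quasi-likelihood, Benjamini-Hochberg).

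**Figure D4:**
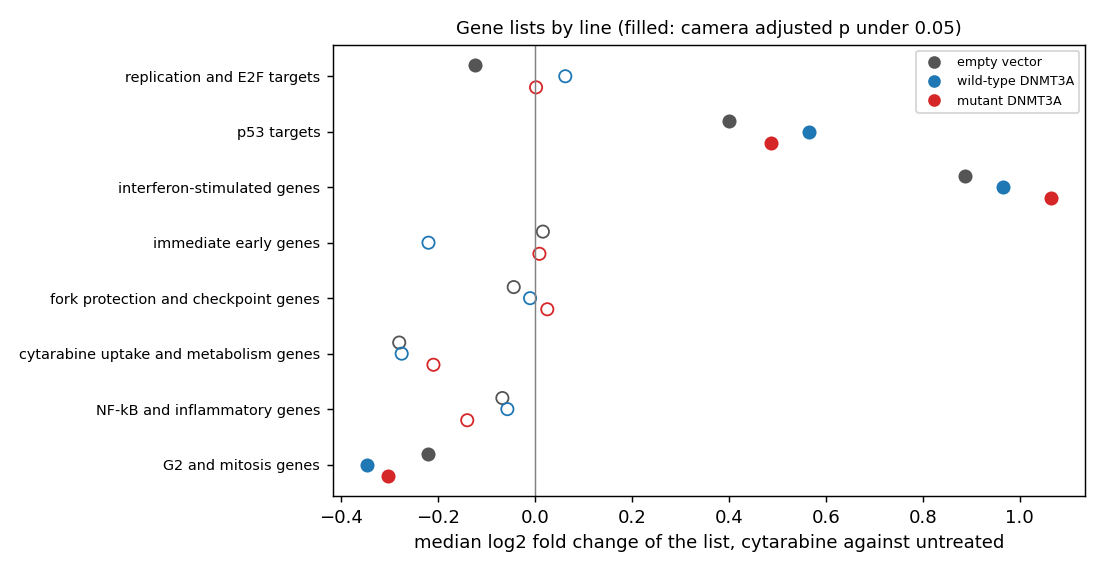
Median log2 fold change of each of the 8 gene lists, cytarabine against untreated (horizontal axis), by line (colour); filled points have a camera adjusted p under 0.05. Interferon-stimulated genes and p53 targets lie above 0 and G2 and mitosis genes below 0 in all 3 lines, and the replication and E2F targets have a filled point, at -0.12, in the empty vector line alone.

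Whether the response to cytarabine differed between lines, the question in the series title, was tested directly with interaction contrasts. The effect differed between MUT and EV for 39 genes (28 with a higher value in MUT, 11 lower), between MUT and WT for 183 genes (93 higher, 90 lower) and between WT and EV for 52 genes (26 higher, 26 lower) in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The balance of directions for MUT against EV changed with the processing, with 32.8% of 128 genes higher at a mean of at least 50 counts and 33.4% of 554 genes higher in DESeq2, against 71.8% of the 39. At an unadjusted p under 0.05 the counts were 2882, 2810 and 1815. A fit of only the groups compared gave 1 gene for MUT against EV and 278 for WT against EV, a minimum absolute log2 fold change of 1 gave 30 for MUT against WT, and DESeq2 gave 554 for MUT against EV and 803 for MUT against WT. The counts also depended on single libraries. Without untreated MUT replicate 1 the MUT against EV count was 666 and the MUT against WT count 810. Without untreated EV replicate 3 the MUT against EV count was 8, and without treated WT replicate 2 the counts were 38 for MUT against WT and 12 for WT against EV. In every fit that left out 1 library, 5 of the 39, 34 of the 183 and 12 of the 52 genes passed the threshold. Of the 39 genes with a different effect in MUT and EV, 34 differed between those lines untreated and 21 after treatment, and for 30 (76.9%) the lines were closer after treatment. The lines were closer after treatment for 95 of the 183 genes (51.9%) for MUT against WT and for 27 of the 52 (51.9%) for WT against EV.

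**Figure D5:**
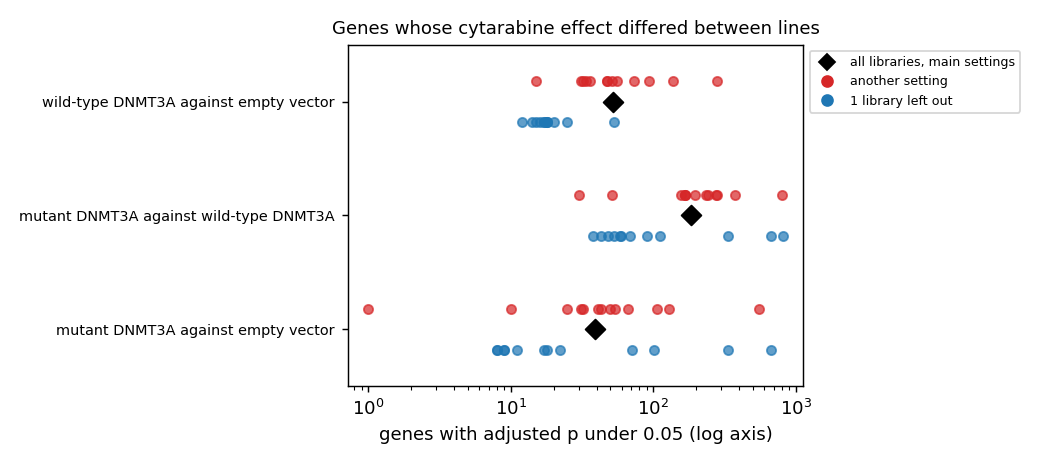
Number of genes whose cytarabine effect differed between lines at an adjusted p under 0.05 (log axis), for the 3 pairs of lines; black diamonds are the counts with all libraries (39, 183 and 52), red points are other settings and blue points are fits without 1 library. For mutant against empty vector the points run from 1 to 666 genes.

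Among the genes with a different effect in MUT and EV, DDR2 (chromosome 1, 162631373 to 162787401, plus strand, protein-coding) had 28.3 ± 3.36 CPM in untreated and 41.9 ± 5.21 CPM in treated EV against 4.08 ± 0.173 and 17.6 ± 1.72 CPM in MUT (SD, n = 3 each). The difference in log2 fold change was 1.55 (SE 0.173, adjusted p 5.5e-04, edgeR quasi-likelihood, Benjamini-Hochberg). In CPM the rise of DDR2 was similar in both lines. Its difference is thus one of ratios and goes with the lower untreated level in MUT. RRAD (chromosome 16, 66921679 to 66925645, minus strand, protein-coding) went from 1.67 ± 0.234 to 5.05 ± 0.669 CPM in EV and from 8.28 ± 1.97 to 7.38 ± 0.277 CPM in MUT, a difference of -1.76 (SE 0.253, adjusted p 0.00444, same edgeR test). Differences were 1.65 (SE 0.222) for GOLGA8IP (chromosome 15, 22606022 to 22617855, minus strand), a transcribed pseudogene of a multigene family, 1.69 (SE 0.332) for MMP13 (chromosome 11, 102942995 to 102955735, minus strand), -1.29 (SE 0.244) for C2orf76 (chromosome 2, 119302225 to 119366829, minus strand) and -1.22 (SE 0.244) for HIST1H2BK. MMP13, C2orf76 and HIST1H2BK did not pass the threshold in some of the fits that left out 1 library, with adjusted p up to 0.108, 0.0951 and 0.142 in edgeR.

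Of the genes that separated WT from the other lines, C1S (chromosome 12, 6988259 to 7071033, plus strand, protein-coding) went from 4.56 ± 0.818 to 16.8 ± 3.18 CPM in EV, from 1.16 ± 0.251 to 16.9 ± 2.42 CPM in WT and from 2.47 ± 0.362 to 10.9 ± 0.385 CPM in MUT (SD, n = 3 each). The difference was 1.99 (SE 0.266, adjusted p 0.00283) for WT against EV and -1.73 (SE 0.279, adjusted p 0.00591) for MUT against WT in the edgeR quasi-likelihood test. ESM1 (chromosome 5, 54977864 to 55022672, minus strand) differed by 1.58 (SE 0.281) and -1.50 (SE 0.2998), and rose from 13.2 ± 1.49 to 40.7 ± 5.995 CPM in WT. SEMA3A (chromosome 7, 83955777 to 84492725, minus strand) differed by -1.36 (SE 0.209) for WT against EV and 1.55 (SE 0.212) for MUT against WT. The higher untreated level in WT, 16.7 ± 1.97 CPM against 6.70 ± 0.333 in EV and 5.07 ± 0.652 in MUT, went with similar treated levels of 21.9 ± 2.92, 22.6 ± 4.38 and 19.4 ± 2.76 CPM. CCDC144NL (chromosome 17, 20836447 to 20896141, minus strand), which overlaps AC090774.2, differed by -1.47 (SE 0.185) for WT against EV. The remaining named genes were AP001972.5 (chromosome 11, 75260129 to 75262467, minus strand, annotated as to be experimentally tested) at 1.44 and PLAC1 (chromosome X, 134565838 to 134764323, minus strand) at -1.21 for WT against EV. For MUT against WT they were ATOH8 (chromosome 2, 85751344 to 85788067, plus strand) at 1.44, the pseudogene ANKRD20A8P (chromosome 2, 94791103 to 94857283, minus strand) at 1.43 and the non-coding gene H19 (chromosome 11, 1995176 to 2001471, minus strand) at -1.34. ESM1, PLAC1, ATOH8, ANKRD20A8P and H19 each fell below the threshold in some fits without 1 library. Of the listed genes, GDF15 differed by 1.19 (SE 0.184, adjusted p 0.00538) for WT against EV and CCNB1 by -0.53 (SE 0.0963, adjusted p 0.0246) for MUT against EV in the edgeR test with Benjamini-Hochberg adjustment. CCNB1 did not pass in some fits without 1 library, with an adjusted p of up to 0.101 in edgeR.

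Tested as lists, the cytarabine effect of the replication and E2F targets was higher in MUT than in EV by a median of 0.17 (37 of 45 genes higher, camera adjusted p 9.0e-06) and higher in WT than in EV by 0.19 (43 of 45 genes, camera adjusted p 3.0e-14). For the p53 targets the medians were 0.12 for MUT against EV (23 of 34 genes, camera adjusted p 6.3e-04) and 0.19 for WT against EV (32 of 34 genes, camera adjusted p 1.1e-10). For the G2 and mitosis genes they were -0.12 and -0.13, with 10 and 8 of 43 genes higher (camera adjusted p 1.5e-06 and 9.0e-06). The fork protection and checkpoint genes differed for MUT against EV by 0.08 (29 of 38 genes, camera adjusted p 0.00772). No list passed for MUT against WT, where 0 of 8 were called and 3 had an unadjusted camera p under 0.05. With fry every one of these calls held. With an estimated correlation those of the G2 and mitosis genes for MUT against EV and of the p53 and the replication and E2F targets for WT against EV held. Without untreated MUT replicate 2 the median of the p53 targets for MUT against EV was 0.01 and did not pass (camera adjusted p 0.0725, within 2.6e-05 to 0.217 over all alternatives). Gene by gene, 0 of the replication and E2F targets were called for MUT against EV and 1 for WT against EV over all genes tested, against 2 and 11 when adjusted over the list alone. For the p53 targets the counts were 0 and 2, against 6 and 9 when adjusted over the list alone.

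The lines were also compared within each treatment. Untreated, 3632 genes differed between MUT and EV (1801 higher, 1831 lower), 2125 between WT and EV (783 higher, 1342 lower) and 3872 between MUT and WT (2134 higher, 1738 lower) in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. After cytarabine the counts were 2548, 3013 and 3616. The alternative that moved these most, apart from a minimum fold change, was a fit of only the groups compared. It gave 935 genes for untreated MUT against EV, 5101 for untreated WT against EV and 1171 for untreated MUT against WT. MUT against EV and WT against EV share their EV libraries. Across genes Pearson's r between these comparisons was 0.467 untreated and 0.449 treated, and simulated unchanged lines against the same controls gave 0.509 and 0.501.

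CTCFL (chromosome 20, 57495966 to 57525653, minus strand, protein-coding) had 20.3 ± 0.733 CPM in untreated EV, 5.30 ± 0.170 CPM in WT and 0.512 ± 0.214 CPM in MUT (SD, n = 3). The log2 fold change was -5.26 (SE 0.236, adjusted p 3.8e-11) for MUT against EV and -3.33 (SE 0.253, adjusted p 2.4e-08) for MUT against WT in the edgeR quasi-likelihood test. RBFOX3 (chromosome 17, 79089345 to 79516149, minus strand) at -2.97 and the long non-coding LINC01694 (chromosome 21, 45593654 to 45603057, plus strand) at -3.03 had the next largest falls in MUT against EV. KRT75 (chromosome 12, 52424070 to 52434526, minus strand) was higher in MUT than in EV, at 108 ± 9.95 against 15.2 ± 2.11 CPM. The short RNA gene BCYRN1 (chromosome 2, 47335315 to 47335515, plus strand), which has many similar copies in the genome, was higher by 2.49 (SE 0.648), at 59.5 ± 50.9 against 10.6 ± 2.01 CPM. It did not pass the threshold without untreated MUT replicate 2, where the change was 1.57, or without untreated EV replicate 3, where it was 2.34. In WT against EV, LINC01694 differed by -3.82, SCN2B (chromosome 11, 118161951 to 118176674, minus strand) by -3.90 and PALM3 (chromosome 19, 14053365 to 14059160, minus strand) by -3.19. The histone genes HIST1H1C (chromosome 6, 26055787 to 26056429, minus strand) and HIST1H4H (chromosome 6, 26277609 to 26285639, minus strand) were higher in WT by 2.47 and 2.25, again with uncertain counts. In MUT against WT, SYTL1 (chromosome 1, 27342020 to 27353938, plus strand), PALM3 and IL2RB (chromosome 22, 37125838 to 37175055, minus strand) were higher by 3.84, 3.43 and 3.35. DSP (chromosome 6, 7541575 to 7586718, plus strand) and CHGB (chromosome 20, 5911430 to 5925362, plus strand) differed by -2.15 and -2.08.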

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

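Of the tests in this part, the splits with equal exchanges of libraries and the share of pseudogenes were chosen only after the result was seen. The comparisons, the gene lists, the rule for naming genes and the alternatives were chosen before the data were examined, except the length and GC correction and the authors' factors used as library sizes, which were added later.

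The response to cytarabine differed between lines for 39 genes in MUT against EV, 183 in MUT against WT and 52 in WT against EV. These stand out because a test of the difference itself passed the threshold. With the 3 libraries per group regrouped in every way, 10 splits exist for each comparison of a pair of groups, and 1 of 10, the real one, gave as many genes in each of the 3 cytarabine effects and the 6 line comparisons. A split share under 0.1 is out of reach for 3 libraries against 3, so the share by itself excludes nothing. The real groupings gave between 2125 and 10257 genes and none of the other splits more than 1, although each of those mixes the groups and so widens the spread. On simulated counts without a change 0 genes were called, for the cytarabine effect in MUT and for the difference MUT against EV. Those counts had the same spread in every group, so they cannot rule out calls that arise from the wider spread of untreated MUT. For the differences between lines, where libraries were exchanged between the lines within each treatment, 5 of 33 splits gave as many genes in each of the 3 differences, with up to 1218, 2014 and 448 genes in another split. This count taken by itself leaves a chance origin open. In all 4 of the other splits with as many genes, the number of exchanged libraries differed by 2 between the treatments, which carries the difference between the lines into the contrast. Among splits that exchanged as many libraries in both treatments, 1 of 33 gave as many genes, the real one, and the others gave 0. These splits mix lines that differ in 2125 to 3872 genes within a treatment, which widens the spread within groups, so that few calls were to be had from them and the test does not speak against chance.

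Technical sources were then tested for the called genes. After a trend on gene length and GC content was removed from each library, 84.6% of the MUT against EV genes, 86.3% of the MUT against WT genes and 88.5% of the WT against EV genes were called again in the same direction, which argues against such a trend as the whole source. The trend itself was present: across genes, the difference in effect for MUT against EV had a Spearman correlation of 0.315 with gene length, and 0.215 for MUT against WT. With all libraries thinned to equal totals 89.7%, 80.3% and 59.6% of the genes were called again, so that unequal totals do not account for most of them. Pseudogenes made up 2.56%, 3.83% and 1.92% of the called genes against 8.44% of the tested genes (Fisher's exact test, two-sided, p 0.254, 0.0221 and 0.127). The share was not raised in any of the 3, but the parent genes of pseudogenes would change as well if reads were shared, so that shared reads stay open as a source.

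The dependence on single libraries stays open. Among the fits that left out 1 library, the lowest share of genes called again was 17.9% for MUT against EV (without untreated EV replicate 3), 20.8% for MUT against WT (without treated WT replicate 2) and 23.1% for WT against EV (without treated WT replicate 2). Fewer than 50% of the genes were called again in 7 of 12, 8 of 12 and 11 of 12 such fits. A fit with fewer libraries also has less power, so the low shares may reflect power or a single library. Leaving out an untreated MUT library acted the other way and gave 666 and 335 genes for MUT against EV without replicates 1 and 2, and 54 higher and 47 lower genes without replicate 3. All 39 genes were called again in those 3 fits. The counts did not follow the spread of the remaining untreated MUT libraries. Their biological coefficient of variation was 0.287 without replicate 1, 0.183 without replicate 2 and 0.163 without replicate 3. With all 3 libraries it was 0.215. The highest count thus came with the widest spread. The spread in this group therefore does not by itself account for the higher counts, and their cause was not tested.

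For MUT against EV the named genes were MMP13 with a difference in log2 fold change of 1.69, GOLGA8IP with 1.65, DDR2 with 1.55, RRAD with -1.76, C2orf76 with -1.29, HIST1H2BK with -1.22 and, from the list of genes that could be named, CCNB1 with -0.53. DDR2, GOLGA8IP and RRAD passed the threshold in all 12 fits that left out 1 library. DDR2 also passed in all other alternatives run, while GOLGA8IP and RRAD failed in the fit of only the groups compared. All alternatives tested changes on the log2 scale, whereas in CPM the rise of DDR2 was similar in EV and MUT. MMP13 and C2orf76 failed in 8 of 12, HIST1H2BK in 7 of 12 and CCNB1 in 6 of 12. For MUT against WT they were SEMA3A with 1.55, ATOH8 with 1.44, ANKRD20A8P with 1.43, C1S with -1.73, ESM1 with -1.50 and H19 with -1.34; SEMA3A and C1S passed in all 12 fits and in all other alternatives run, and ATOH8 and ANKRD20A8P failed in 7 of 12, H19 in 9 of 12 and ESM1 in 5 of 12. For WT against EV they were C1S with 1.99, ESM1 with 1.58, AP001972.5 with 1.44, CCDC144NL with -1.47, SEMA3A with -1.36, PLAC1 with -1.21 and GDF15 with 1.19; of these C1S, AP001972.5, CCDC144NL, SEMA3A and GDF15 passed in all 12 fits and in all other alternatives run, ESM1 failed in 9 of 12 and PLAC1 in 11 of 12. For DDR2, SEMA3A and C1S the untreated lines differed more than the treated ones, and whether such untreated differences come from DNMT3A or from the separate derivation of each line was not tested, since each genotype was represented by 1 line. DNMT3A RNA was also higher in MUT than in WT, by a log2 fold change of 1.78 untreated and 1.57 treated. MUT against WT therefore does not separate the mutation from the level of DNMT3A.

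The gene lists stood out in the same way. For MUT against EV the median difference was -0.12 for G2 and mitosis genes, 0.0769 for fork protection and checkpoint genes, 0.12 for p53 targets and 0.17 for replication and E2F targets; for WT against EV it was -0.13 for G2 and mitosis genes, 0.19 for p53 targets and 0.19 for replication and E2F targets. After the length and GC correction 3 of the 4 lists passed in the same direction for MUT against EV and 3 of 3 for WT against EV, and in each fit without 1 library at least 3 lists passed for either comparison. A length trend or a single library thus does not account for most of these list differences. The exceptions were the fork protection and checkpoint genes, whose median for MUT against EV was 0.03 after the length and GC correction (camera adjusted p 0.232) and 0.05 without untreated MUT replicate 3 (0.0830; 0.00196 to 0.232 over all alternatives), and the p53 targets, whose median was 0.01 without untreated MUT replicate 2 (0.0725; 2.6e-05 to 0.217 over all alternatives). The same direction of the replication list in both DNMT3A lines may come from either form of DNMT3A or from the EV libraries that both comparisons share, since 4 and 3 lists passed against EV and 0 passed for MUT against WT, where 3 had an unadjusted p under 0.05. That shared control leaves the biological reading, a change of the replication response by either form of DNMT3A, as an untested hypothesis.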

How the results depend on the processing

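All tests of this part were planned before the result was seen, except the length and GC correction and the authors' factors used as library sizes, which were chosen after the data had been seen. For the cytarabine effects, every alternative apart from the minimum fold change stayed within 1.5 times the count of genes with all libraries. Their order changed, however, in fits of only the groups compared, which gave 9206 genes in EV, 10919 in WT and 7976 in MUT, so that MUT had the fewest. Every change of DNMT3A between lines within a treatment kept its direction and its side of the threshold under all alternatives run. Over all named genes and alternatives, 11 gene changes newly passed the threshold and 33 no longer passed it with all libraries, and 4 and 80 did so with 1 library left out. Changes of gene lists no longer passed in 9 and 2 cases.

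A minimum absolute log2 fold change of 1 lowers every count by construction, to 2213, 2296 and 2975 genes for the cytarabine effects in EV, WT and MUT, to 10, 30 and 15 for the differences MUT against EV, MUT against WT and WT against EV, to 476, 469 and 634 for untreated MUT against EV, WT against EV and MUT against WT, and to 285, 598 and 654 for the treated comparisons.

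The differences between effects moved under many alternatives. For MUT against EV (39 genes) the counts were 67 with upper-quartile factors, 128 at a mean of at least 50 counts, 554 with DESeq2, 107 with the length and GC correction and 1 in a fit of only the groups compared. For MUT against WT (183 genes) they were 278 with RLE factors, 375 at a mean of at least 50 counts, 803 with DESeq2 and 51 with only the groups compared. For WT against EV (52 genes) they were 34 without a low-count filter, 138 with DESeq2, 31 in thinned libraries, 93 with limma-trend, 32 with the authors' factors and 278 with only the groups compared. On simulated cytarabine effects DESeq2 gave 15.3% false calls against 6.54% in edgeR. With only the groups compared the spread was estimated without the variable untreated MUT libraries in WT against EV and from them in larger part in MUT against EV. The cause of the other shifts was not tested. Of the 39 genes 39, 37, 29 and 33 were called again with upper-quartile factors, at a mean of at least 50 counts, with DESeq2 and with the length and GC correction.

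Fits of only the groups compared gave 935 genes for untreated MUT against EV, 5101 for untreated WT against EV, 1171 for untreated MUT against WT and 6113 for treated MUT against WT. The processing also moved the share of higher calls. For the cytarabine effects in EV, WT and MUT it went from 53.2%, 53.6% and 54.0% to 45.2%, 46.8% and 46.6% with the authors' factors and 46.3%, 47.2% and 47.9% with limma-trend, so that most calls there were lower. In WT it was 49.4% with the length and GC correction, and in EV 61.6% with upper-quartile factors. The share fell from 71.8% to 48.1% with RLE, 46.3% with upper-quartile factors and 47.7% with the length and GC correction for the difference MUT against EV. At a mean of at least 50 counts it was 32.8% and with DESeq2 33.4%, so that most calls there were lower. For MUT against WT these were 36.3% and 22.5%. With RLE it went from 50.8% to 29.1% for the difference MUT against WT and from 55.1% to 65.4% for untreated MUT against WT. With the authors' factors it went from 50% to 68.8% for the difference WT against EV, and with the length and GC correction from 36.8% to 47.3% for untreated WT against EV. No scaling moved the median of all genes by over 0.1.

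With each library left out in turn, the counts ran from 8 to 666 for the difference MUT against EV, from 38 to 810 for MUT against WT and from 12 to 53 for WT against EV. The highest counts of the first and second came without untreated MUT replicate 1, and the lowest without untreated EV replicate 3 for MUT against EV and without treated WT replicate 2 for the other comparisons. Untreated line comparisons ran from 2253 without untreated EV replicate 3 to 4386 (MUT against EV), from 1385 without untreated EV replicate 2 to 1432 (WT against EV) and from 2784 to 4541 (MUT against WT), and treated ones from 1539 without treated MUT replicate 3 to 2051, from 1776 to 2477 and from 2313 to 2866, the last 2 lowest without treated WT replicate 2. Fewer libraries lower the power by construction. The number of gene lists past the threshold ran from 3 to 5 for the effect in MUT and from 0 to 4 for the difference MUT against WT, both highest without untreated MUT replicate 2.

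For the gene lists, an estimated correlation left 1 list in EV and 1 for MUT against EV, and fry gave 7, 5 and 5 in EV, WT and MUT. For MUT against WT, where 0 lists passed, 2 passed with RLE, 3 without a low-count filter, 1 at a mean of at least 50 counts, 2 with the authors' factors and 1 with the length and GC correction. For WT against EV 5 passed without a low-count filter. The cause was not tested.

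The correlation of effects across genes was 0.398 for EV and WT, 0.407 for EV and MUT and 0.5003 for WT and MUT without a low-count filter, and 0.880, 0.879 and 0.910 at a mean of at least 50 counts. The set of genes differs by construction, and the cause was not tested further. With 1 library left out it ran from 0.737 to 0.775 for WT and MUT, all below the value of all libraries.

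Directions reversed in 4 cases, all with small changes. The cytarabine effect on DNMT3A in MUT ran from -0.12 without untreated MUT replicate 3 to 0.44 without replicate 2 and was -0.00289 with the length and GC correction (edgeR adjusted p 0.167 and 0.987, in a range of 0.0180 to 0.987 over all alternatives). The cause was not tested. The DNMT3A difference MUT against WT ran from -0.53 without untreated MUT replicate 3 to 0.0383 without replicate 2, and the CCNE2 effect in EV from -0.000748 without untreated EV replicate 3 to 0.28 without replicate 1, again with the cause not tested.

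Replicate numbers did not pair the libraries throughout. Deviations from the group means correlated between libraries of the same number from -0.176 to 0.352, and 7 of 45 pairs were over 0.1. Of these, 5 joined an EV with a MUT library, 3 with replicate number 3 (up to 0.352) and 2 with number 1 (up to 0.272). The other 2 joined the treated and untreated libraries of number 3 within EV (0.123) and within MUT (0.326), out of 9 such pairs within a line, while the pairs of number 3 that joined WT with EV or MUT were negative. Deviations shared within and between the EV and MUT libraries of number 3 therefore stay open, and the labels name no shared batch. With the replicate number as a block the difference MUT against EV counted 25 genes; the block moved no other count by over 1.5 times.

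Small differences were rarely recovered at the simulated depth and replicate number. What sets this limit was not tested. On simulated counts 59.5% of differences of 1 on the log2 scale and 4.50% of those of 0.5 were recovered, so that a list of 39 genes says little about differences below that size.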

Other observations

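Some tests of this part were chosen only after the result was seen. These were the tests on library factors alone, sense intronic features, histone genes and processed pseudogenes. The germline list and the runs of neighbouring genes were not among the planned comparisons and gene lists either. CTCFL, beside which the germline list was tested, was itself picked from these data by the naming rule. The length and GC correction was chosen after the data had been seen.

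The untreated MUT libraries varied more than those of any other group, with a biological coefficient of variation of 0.215 against a median of 0.0485 over the other 5 groups. After removal of the length and GC trend it was 0.201 against 0.0458, and the lowest value for a pair of the 3 libraries was 0.163 (without replicate 3, trend not removed), against 0.287 without replicate 1. Neither the trend nor a single library therefore accounts for the spread by itself. DNMT3A itself varied in these libraries (499.7, 615.1 and 253.6 CPM in replicates 1, 2 and 3). The length and GC trend was strongest in replicate 3, with an r squared of 0.152 against 0.0109 to 0.0572 in the other 17 libraries. No biological explanation of the spread was tested.

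A group of points lies off the line of equal change in the plots of effects against EV, and processed pseudogenes were examined for it. The median log2 fold change of the 1022 tested processed pseudogenes under cytarabine was -0.65 in WT and -0.77 in MUT but 0.01 in EV, against 0.05, 0.09 and 0.05 for all other genes in the same order. Without treated EV replicate 1 the EV median was -0.46, so the different behaviour of EV may come from that library. Its median processed pseudogene had 2.44 CPM, against 1.19 and 1.15 CPM in treated EV replicates 2 and 3. Untreated MUT replicates 2 and 1 were also high, with 3.65 and 2.06 CPM, against 1.14 CPM in replicate 3, and without replicate 2 the MUT median was -0.51. When processed pseudogenes were left out, Pearson's r between effects across the remaining 17204 genes was 0.777 for EV and WT, 0.778 for EV and MUT and 0.795 for WT and MUT, in place of 0.714, 0.721 and 0.802. With the length and GC correction the medians were -0.42 in WT, -0.51 in MUT and 0.14 in EV, but this check is void because only 66.8% of these genes had a length, so a trend on length or GC content stays open. Reads of expressed genes that were assigned to their pseudogene copies at rates that differ between libraries are another candidate source; reads were not analysed here, so this was not tested.

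Among genes past the threshold, more rose by at least 1 on the log2 scale under cytarabine than fell by as much, with ratios of 8.26 in EV, 4.93 in WT and 3.43 in MUT. With thinned libraries the lowest ratio of the 3 lines was 3.40, which argues against unequal totals. Over the other scalings the lowest ratio was 1.40, from limma-trend on the authors' normalized signal in MUT. That setting also adds a pseudocount, which shrinks the changes of low genes. With library factors alone exchanged the lowest ratio was 2.35, so the excess of rising genes is not explained by the factors tried. Limma-trend changed the method, the factors and the pseudocount together, so what lowered its ratio was not separated. The low-count filter moved the ratios in EV, WT and MUT little. They were 8.40, 5.75 and 2.95 at a mean of at least 50 counts and 7.56, 4.73 and 3.08 without a filter. Among genes with a mean log2 CPM of at least 4 the excess was smaller. There 240 rose and 123 fell by at least 1 in EV, 269 and 114 in WT, and 330 and 276 in MUT. Sense intronic features were examined for a uniform background of genomic or unspliced sequence. The 98 such features changed by less than protein-coding genes of the same untreated abundance. The median difference was -0.60 in the line with the smallest gap. The genes were matched on abundance and not on length, and such a background would add counts by length. That source therefore stays open. A related value is the total that the authors' factors would imply if they scaled each library to counts per M. The count total was 71.2% to 74.9% of that implied total in the treated libraries and 83.8% to 99.4% in the untreated ones. How the factor was derived is not known. Whether it reflects a library total therefore stays open.

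Differences between untreated lines were partly regional. In runs of 25 neighbouring genes, 59 of 486 runs were shifted for MUT against EV and 54 of 486 for WT against EV, and 0 of 1000 permutations of gene order gave as many for either comparison (at most 3 and 4 runs). The lowest median for MUT against EV was -0.56, on chromosome 16 from 75566351 to 83819738, and it was -0.53 after cytarabine. After treatment all 59 and all 54 medians had the same sign, while 31 and 34 of the runs were still past the threshold. On chromosome 1 from 631074 the median for MUT against EV went from 0.22 to 0.00485. Such runs are consistent with copy number differences between the lines, though regional regulation would look alike and no DNA was measured. They held 23.03% of the genes called for MUT against EV and 24.4% of those called for WT against EV, against 12.1% and 11.1% of the genes examined. Most of these calls thus lay outside the shifted runs. Shifts that were weaker or shorter than a run of 25 genes could be missed, so a regional source of the other calls stays open. Both comparisons share the EV libraries, so that a change in the EV line would appear in both. MUT against WT, which uses no EV library, had 39 of 486 shifted runs, with 0 of 1000 permutations as many, and they held 13.6% of its called genes against 8.02% of the genes examined.

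Of 19 tested histone cluster genes, the 16 with a known length were examined. They were lower under cytarabine, with medians of -0.33 in EV, -0.70 in WT and -0.95 in MUT. The medians were below 0 in each line with RLE factors, upper-quartile factors and the length and GC correction, the last with -0.18, -0.45 and -0.60. Called lower were 8, 9 and 9 of them and called higher 1, 1 and 0. At most 24 of 10000 random lists matched on length and abundance had as low a median in any line, over the same 16 genes. Gene length and abundance therefore do not account for the fall. A stop of DNA synthesis, to which histone transcripts are coupled, may be the source, as a hypothesis. The paralogs of this cluster limit each single count, and a difference between lines for the list as a whole was not tested.

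CTCFL, a germline gene, was lower in both DNMT3A lines than in EV. The median of the other 42 tested germline genes was -0.14 in MUT and -0.20 in WT, at the 1.87 and 0.01 percentile of 10000 random lists matched on abundance. The low level of CTCFL may thus belong to a general lowering of germline genes with added DNMT3A. Of the 42 genes 8 were called lower and 6 higher in MUT, and 9 lower and 4 higher in WT, so the lowering was not uniform, and the shared EV libraries tie both values. DNA methylation was not measured.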
